# Histone Deacetylase Inhibitor I3 Induces the Differentiation of Acute Myeloid Leukemia Cells with *t* (8; 21) or MLL Gene Translocation and Leukemic Stem-Like Cells

**DOI:** 10.1155/2022/3345536

**Published:** 2022-08-28

**Authors:** Mengjie Zhao, Yu Duan, Jiangyun Wang, Yong Liu, Yao Zhao, Haihua Wang, Lei Zhang, Zhe-Sheng Chen, Zhenbo Hu, Liuya Wei

## Abstract

Acute myeloid leukemia (AML) is a heterogeneous disorder characterized by the clonal expansion and differentiation arrest of leukemic cells in peripheral blood and bone marrow. Though the treatment using cytarabine-based protocol for AML patients with *t* (8; 21) translocation has improved the 5-year overall survival rate, drug resistance continues to be the principal limiting factor for the cure of the disease. In addition, very few AML patients with mixed lineage leukemia gene rearrangements (MLLr) have a desirable outcome. This study evaluated the cell differentiation effect of a potent HDAC (histone deacetylase) inhibitor, I3, and its possible mechanism on the AML cells with *t* (8; 21) translocation or MLLr and leukemic stem-like cells (Kasumi-1, KG-1, MOLM-13, and THP-1). I3 exhibited efficient anti-proliferative activity on these cells via promoting cell differentiation, accompanied by the cell cycle exit at *G*0/*G*1. Importantly, I3 showed the properties of HDAC inhibition, as assessed by the acetylation of histones *H*3 and *H*4, which resulted in blocking the activation of the VEGF (vascular endothelial growth factor)-MAPK (mitogen-activated protein kinase) signaling pathway in the Kasumi-1 cell line. These data demonstrate that I3 could be a potent chromatin-remodeling agent to surmount the differentiation block in AML patients, including those with *t* (8; 21) translocation or MLLr, and could be a potent and selective agent for AML treatment.

## 1. Introduction

Leukemia is a malignant clonal stem cell neoplasm in which immature hematopoietic cells are characterized by the failure of differentiation and unrestricted rapid proliferation [1]. Acute myeloid leukemia (AML) is an aggressive and lethal blood cancer originating from a differentiation block at the level of immature progenitors [2, 3]. Fortunately, acute promyelocytic leukemia (APL), the M3 subtype of AML, is a classic example of a disease that has become treatable with the differentiation inducer, all-trans retinoic acid (ATRA). ATRA has transformed APL from a highly fatal to highly curable disease [4, 5]. The *t* (8; 21) translocation is considered the most common structural chromosomal aberrations in patients with AML, and creates the RUNX1-RUNX1T1 fusion oncoprotein [6]. The *t* (8; 21) translocation is observed in about 40–60% of AML patients. Though the cytarabine-based protocol for AML with *t* (8; 21) has improved the 5-year overall survival rate, continuous chemotherapy may enhance toxicity and is detrimental to the patient's health [7]. Moreover, resistance to chemotherapy is a significant challenge [8]. In addition, the mixed lineage leukemia (MLL) gene rearrangements (MLLr) occur in about 10% of AML, often detected in subtypes M4 and M5, which is one of the most aggressive subtypes [9]. AML with MLLr is associated with a poor response to therapy and very few patients have either a good or an intermediate outcome [10]. Therefore, there is an urgent need to develop new therapeutics for AML with t (8; 21) translocation and the MLLr-AML. Though differentiation therapy with ATRA in APL achieves excellent success, ATRA is ineffective in treating the other subtypes of AML cases.

Histone deacetylases (HDACs) belong to an epigenetic modification enzyme family whose enzymatic activity controls the acetylation state of histones and other proteins. It can regulate chromatin accessibility and the expression of target genes [11]. It has been well established that HDACs are frequently overexpressed in human leukemia cases, which results in the abnormal regulation of chromatin remodeling and the overexpression of tumor-driven genes [12, 13]. Decades of research has shown that the inhibition of HDACs leads to cell cycle arrest, cell differentiation, or cell apoptosis, and decreases cell proliferation by altering the acetylation status of histone or non-histone proteins [13, 14]. The US Food and Drug Administration (FDA) has approved only four anti-cancer drugs targeting HDAC: SAHA (suberoylanilide hydroxamic acid), PXD-101, FK-228, and LBH-589 [13]. SAHA, a well-studied and the most famous HDAC inhibitor (HDACi), was first approved by the FDA for cancer treatment. However, it is restricted to the treatment of cutaneous T cell lymphoma [15].

I3 (Chemical name: 4-(4-(1-Ethyl-1H-indol-3-yl)butanamido)-N-hydroxybenzamide, C_21_H_23_N_3_O_3_), a HDAC inhibitor, has shown considerable potency with an inhibitory rate of 78% compared with SAHA's 59% at the concentration of 1 *μ*M [16]. Moreover, it was shown that I3 also exhibited higher inhibitory potency than SAHA against U937, U266, and HepG2 cells. In addition, I3 is a derivative of I1 with the NH in the indole ring substiuted by an ethyl group, which exhibited the activity to overcome the differentiation block in acute leukemia cells with mixed lineage leukemia gene rearrangements [17]. In the present study, we assessed whether I3 exhibited an inhibitory activity by inducing cell differentiation against AML cells with t (8; 21) translocation or MLLr and leukemic stem-like cells (Kasumi-1, MOLM-13, THP-1, and KG-1). The possible molecular mechanism of action of I3 is then explored.

## 2. Materials and Methods

### 2.1. Chemicals

I3 was prepared by our lab. The chemical structure of I3 with a molecular weight of 366.18 and SAHA are shown in Figure 1(a). I3 or SAHA was dissolved in dimethyl sulfoxide (DMSO) to prepare a 10 mM stock solution and stored at −20°C. The desired concentrations of I3 or SAHA were obtained by diluting the stock solutions with the RPMI-1640 medium. The same concentration of DMSO as the I3 solution was used as the control. The final DMSO concentrations in the cell culture medium were not more than 0.1% and had no observable toxic effect on cells. Fluorescein Isothiocyanate (FITC)/Annexin V Apoptosis Detection Kit and Propidium iodide (PI)/RNase staining solution were obtained from BD Biosciences (San Jose, CA, USA). Cell Counting Kit-8 (CCK-8) was purchased from Solarbio (Beijing, China). PE anti-CD13 (Cat #301704 RRID: AB_314180), FITC anti-CD11b (Cat #301330 RRID: B272326), and PE anti-CD15 (cat #301906, RRID: AB_314198) were obtained from Biolegend, Inc (San Diego, CA, USA). FITC anti-CD14 (Cat #555397, RRID: 0357884) was obtained from BD Biosciences (San Jose, CA, USA). CD312 (antibodies against EMR2, Cat# MA5-28205) was obtained from Invitrogen, Inc (Carlsbad, CA, USA). MethoCult H4100 (Cat #04100) and H4435 (Cat #04435) were obtained from STEMCELL Technologies, Inc (Vancouver, BC, Canada). Antibodies against GAPDH (Cat #5174), Histone H3 (Cat #4499), Acetyl-Histone H3 (Ac-H3, Cat #8173), Histone H4 (Cat #2935), Acetyl-Histone H4 (Ac-H4, Cat #2594), RUNX1-RUNX1T1 (Cat #4336), VEGF-A (Cat #65373), MAPK/ERK (Cat #4695), and phospho- MAPK/ERK (p-MAPK/ERK, Cat #4370) were obtained from Cell Signaling Technology (Beverly, MA, USA). The Evo M-MLV RT kit (Cat #AG11706) and SYBR® Green Pro TaqHS qPCR Kit (Cat #AG11718) were purchased from Accurate Biology (Hubei, China). Spark ECL Plus A (Cat #ED0015-C), Spark ECL Plus B (Cat #ED0016-C), and RIPA buffer (Cat #EA0002) were purchased from SPARKJADE (Shandong, China).

### 2.2. Cell Lines and Cell Culture

Since there is an urgent need to develop new therapeutics for AML with *t* (8; 21) translocation and the MLLr-AML, Kasumi-1 (M2 subtype of AML with *t* (8; 21) translocation, DSMZ: ACC 220), MOLM-13 (M5 subtype of AML with MLLr, DSMZ: ACC 554), and THP-1 (M5 subtype of AML with MLLr, DSMZ No.: ACC 16) cell lines were used. In addition, KG-1 was also used to assess the effect of I3 on the proliferaton of leukemic stem-like cells, which has leukemic stem cells characteristics and was established from the bone marrow cells of an AML patient (DSMZ: ACC 14). Kasumi-1, KG-1, MOLM-13, and THP-1 cells were purchased from DSMZ (Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH, Leibniz, Germany) and maintained in RPMI-1640 medium, supplemented with 10% or 20% FBS and 1% penicillin-streptomycin, and incubated at 37°C in 5% CO_2_.

### 2.3. Cell Proliferation Assay

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were seeded into 96-well culture plates at a density of about 5 × 10^3^ cells/well in 180 *μ*L medium for 24 h and were treated with 20 *μ*L of I3 at different concentrations (0.01–10 *μ*M). 10 *μ*L CCK-8 reagent was added into each well after 72 h. Then, the cells were incubated at 37°C for 4 h. Subsequently, the absorbance of each well was detected at 450 nm using an Opsys microplate reader (Dynex Technologies, Chantilly, VA, USA).

### 2.4. Cell Apoptosis Assay

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were treated with I3 (0–2.4 *μ*M) or the indicated concentration of SAHA (0–1.2 *μ*M) for 72 h. First, the cells were collected and resuspended in a 1 × binding buffer. Next, the cells were mixed with Annexin V-FITC and PI for 30 min at room temperature in the dark. Finally, Beckman Coulter DxFLEX flow cytometer was used to detect the cell apoptotic rate quantitatively.

### 2.5. Cell Morphology Analysis

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were cultured with a specified concentration of I3 for 72 h. Slides were made from the collected cells by cytospin, air-dried, stained with Wright-Giemsa for about 20 min, and observed for morphological features using light microscopy.

### 2.6. Analysis of Cell Surface Antigens

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were treated with the indicated concentration of I3. After 72 h, the cells were centrifuged, collected, washed, and stained with monoclonal antibodies for 30 min at room temperature in the dark. The cells conjugated with the antibodies were determined with a Beckman Coulter DxFLEX flow cytometer.

### 2.7. Cell Cycle Analysis

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were treated with the indicated concentration of I3 for 24, 48, or 72 h. The cells were then collected and fixed with 70% ethanol at −20°C for at least 24 h and subsequently stained with PI (50 mg/mL) and RNase A (100 mg/mL) for 30 min at room temperature in the dark. Finally, the percentage of cells in the sub-*G*1, *G*0/*G*1, *S*, and *G*2/*M* phases was detected by a Beckman Coulter DxFLEX flow cytometer (Florida, Miami, USA). ModFit software was used to analyze the percentage of cells in various phases.

### 2.8. Colony Formation Assay

Kasumi-1, KG-1, MOLM-13, and THP-1 cells were treated with I3 (0–2 *μ*M) in 2.6% methylcellulose medium containing 10% FBS and placed in a 24-wellflat-bottomed plate for two weeks. Colonies containing over 50 cells were visualized and counted using an inverted microscope (Olympus, Shinjuku-ku, Tokyo, Japan).

### 2.9. mRNA-Sequencing Analysis

Since the *t* (8; 21) translocation occurs in primary cases of AML, mRNA-Sequencing (mRNA-seq) was performed for Kasumi-1 cells. Similar to our previous work [18], cells treated with I3 for 48 h were collected for RNA extraction. Sequencing libraries were prepared, the mRNAs levels were estimated, and differential expression analysis was performed using DESeq *R* packages. The threshold of the differential expression of genes (DEGs) was set as a corrected *p*-value of 0.05 and an absolute value of log_2_FC (fold change) ≥0.58. The involved signaling pathways associated with the I3 treatment were analyzed using Gene Set Variation Analysis (GSVA). The cluster profile package of *R* software was used to conduct the enrichment analysis of DEGs. The pathways with a *p*-value of <0.05 were considered significantly enriched.

### 2.10. Real-Time PCR Analysis

According to the manufacturer's instructions, total RNA was extracted from the samples using Trizol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). The cDNA was synthesized using the Evo M-MLV RT kit (AG11706, Accurate Biology, Hunan, China). Quantitative analysis of the mRNA expression was evaluated by qPCR using S-YBR® Green Pro TaqHS qPCR Kit (AG11718; Accurate Biology), and GAPDH was used as an endogenous control. The sequences of the qPCR primers were as follow: forward GAPDH: 5′-GGCGCTGAGTACGTCGTGGAGTCCA-3′ and reverse GAPDH: 5′-AAAGTTGTCATGGATGACCTTGG-3′; forward VEGF-A: 5′-CTCACCAAGGCCAGCACATAGG-3′ and reverse VEGF-A: 5′-ATCTGGTTCCGAAAACCCTGAG-3′; forward EMR2: 5′-AGAAGCAAGTAGACAGGAGTGT-3′ and reverse EMR2: 5′-TTCTGTGCCTGATTCCAGTCG-3′; forward RUNX1-RUNX1T1: 5′-CACCTACCACAGAGCCATCAAA-3′ and reverse RUNX1-RUNX1T1: 5′-ATCCACAGGTGAAGTCTGGCATT-3′; and forward ERK: 5′-TACACCAACCTCTCGTACATCG-3′ and reverse ERK: 5′-CATGTCTGAAGCGCAGTAAGATT-3′.

### 2.11. Western Blotting Analysis

After treatment with the indicated concentration of I3 for 72 h, Kasumi-1 cells were lysed with RIPA buffer containing proteinase inhibitors. The protein lysates were separated using sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE), and then transferred to the polyvinylidene fluoride (PVDF) membrane. The PVDF membrane was blocked with 10% skim milk, subsequently incubated with primary antibodies overnight at 4°C, and incubated with the appropriate secondary antibodies. The expression of proteins was visualized via the enhanced chemiluminescence (ECL) reagent detection system (Amersham Imager 600; GE Healthcare Biosciences, Pittsburgh, PA, USA).

### 2.12. Statistical Analysis

All experiments were repeated three times. Data were presented as mean ± standard deviation (SD). The comparison of each experiment group with the control was analyzed by the one-way ANOVA method using the SPSS software, and *p* < 0.05 or *p* < 0.01 was considered statistically significant.

## 3. Results

### 3.1. I3 Significantly Inhibits the Proliferation of AML Cells with *t* (8; 21) or MLLr and Leukemic Stem-Like Cells

The anti-proliferation effect of I3 on AML cells compared with SAHA was determined by the CCK-8 assay. As shown in Figure 1(b), I3 markedly inhibited the proliferation of Kasumi-1, KG-1, MOLM-13, and THP-1 cells with IC_50_ values of 0.26, 1.18, 0.86, and 1.16 *μ*M, respectively, which were comparable with that of SAHA (0.10, 0.21, 0.27, and 0.25 *μ*M, respectively). These results indicate that I3 can effectively inhibit the proliferation of AML cells with *t* (8; 21) translocation or MLL gene rearrangements and leukemic stem-like cells. Moreover, I3 had a similar anti-proliferation potency as SAHA on these cells.

### 3.2. I3 Induces Less Apoptosis in AML Cells with *t* (8; 21) or MLLr and Leukemic Stem-Like Cells

Next, we determined the apoptosis rate of cells to confirm whether the anti-proliferative effect of I3 on Kasumi-1, KG-1, MOLM-13, and THP-1 cells is associated with the induction of apoptosis. As shown in Figures 2(a) and 2(b), minimal signs of apoptosis were observed when these cells were incubated with I3 at concentrations of 0.25, 1.2, 0.9, or 1.2 *μ*M, respectively. These results indicate that the cell cycle arrest in all cells induced by I3 was not due to apoptosis. Hence, these concentrations of I3 were used in further experiments to explore their effect on cell differentiation.

### 3.3. I3 Promotes Cell Differentiation in AML Cells with *t* (8; 21) or MLLr and Leukemic Stem-Like Cells

As I3 induces minimal apoptosis in Kasumi-1, KG-1, MOLM-13, and THP-1 cells at the indicated concentrations, we performed cell morphology analysis and cell surface antigen test to evaluate the effect of I3 on the differentiation in these cells. The cell phenotype was analyzed by determining the cell differentiation biomarkers CD11b (a granulocyte/monocyte marker), CD13 (a monocyte/macrophage marker), CD14 (a monocyte/macrophage), CD15 (a monocyte/macrophage marker), and CD321 (antibodies against EMR2, highly expressed by monocyte/macrophages [19]). As shown in Figure 3(a), after being treated with I3 for 72 h, all cells showed decreased nuclear/cytoplasmic ratio and increased cell size, revealing that I3 induced cell differentiation associated with morphological changes. Moreover, it can be seen that I3 significantly upregulated the expression of the differentiation markers CD11b, CD14, and CD312 in Kasumi-1 cells. Similarly, CD11b, CD14, and D15 were upregulated in KG-1 cells. Additionally, CD11b, CD13, and CD15 were upregulated in MOLM-13 cells and THP-1 cells (Figures 3(b) and 3(c)). Based on these results, it can be inferred that I3 could induce cell differentiation of AML cells with *t* (8; 21) or MLLr and leukemic stem-like cells.

### 3.4. I3 Induces Cell Cycle Arrest at *G*0/*G*1 in AML Cells with *t* (8; 21) or MLLr and Leukemic Stem-Like Cells

The effect of I3 on the cell cycle distribution of Kasumi-1, KG-1, MOLM-13, and THP-1 cells was assessed. It was found that the percentage of cells in the *G*0/*G*1 phase significantly increased within 72 h after I3 treatment in these cell lines (Figures 4(a) and 4(b)). These findings reveal that I3 repressed cell proliferation by inducing a cell cycle arrest at *G*0/*G*1 in AML cells with *t* (8; 21) translocation or MLLr and leukemic stem-like cells at a low concentration.

### 3.5. I3 Inhibits Colony Formation of AML Cells with *t* (8; 21) or MLLr and Leukemic Stem-Like Cells

The effect of I3 on the colony-forming capacity of Kasumi-1, KG-1, MOLM-13, and THP-1 cells was investigated next. It was found that the number of colonies was decreased significantly with an increasing concentration of I3 (Figure 5). Moreover, Kasumi-1, KG-1, MOLM-13, and THP-1 cells rarely formed colonies when incubated with I3 at 2 *μ*M, suggesting that the differentiated cells have lost their capability to form colonies. These results indicate that I3 could significantly inhibit the colony-formation ability of AML cells with *t* (8; 21) translocation or MLLr and leukemic stem-like cells at a low concentration.

### 3.6. I3 Induces Cell Differentiation Related to the VEGF Signaling Pathway in Kasumi-1 Cells

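mRNA-seq data were available for 3 control cultures of Kasumi-1 cells and 3 cultures incubated with 0.25 μM I3. Kasumi-1 is a human AML cell line that carries the RUNX1-RUNX1T1 fusion. The methods and the sample labels give an incubation of 48 h, whereas the legend of Figure 6 gives 72 h. Libraries of polyadenylated RNA were prepared with a stranded kit. The authors deposited 1 FPKM value (fragments normalized to the length of the gene and to the total of the library) for each gene and library. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. The table lists 29810 genes by Ensembl identifier, of which 29703 were found in GENCODE release 29 on GRCh38 and 23487 had a gene symbol. Exon lengths and coordinates were taken from that release.

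Multiplied by exon length, the FPKM values were whole multiples of a single value in each library, the worth of 1 read. With a tolerance of 0.1 read, all 6 values were whole for 95.4% of the 26609 genes above 0 in any library. The depth that follows was 17663210, 17798673 and 17500315 reads in control 1, 2 and 3, and 17818409, 17794807 and 18193369 reads in I3 1, 2 and 3. A single read on a gene of 1 kb was worth 0.0561 FPKM in I3 1, so a gene with a low FPKM rests on a few reads. The rebuilt reads are used here to show the depth behind a value, for ratios of reads with their intervals or over a floor, and in alternative tests. The libraries of a group were not copies of each other, since the chi-square of their rebuilt reads divided by its degrees of freedom was 4.93 or more over 10835 genes.

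The level of a gene in a library also followed the GC content of its transcripts, to an extent that differed between libraries. Across the 12939 tested genes with a GC value, the rank correlation between GC content and the deviation of a library from the gene's mean was -0.313 in control 1, -0.232 in I3 1 and -0.446 in I3 3. It was 0.446 in control 2, 0.337 in control 3 and 0.262 in I3 2. Genes are not independent replicates, so no p-value is given for these correlations. Control and I3 each hold libraries of both signs, with more of the negative ones in I3.

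FPKM is not a count, so differential expression was tested with limma on log2(FPKM + 0.5). The test was two-sided and covered the 12960 genes with a mean FPKM of at least 0.5. The thresholds were those of the methods, an adjusted p of 0.05 and a log2 fold change of at least 0.58 in either direction, with Benjamini-Hochberg adjustment. A log2 fold change on this scale understates the change of a gene with a low FPKM.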

To explore the molecular mechanism of cell differentiation mediated by I3, we performed the differential gene expression analyses using mRNA-seq in Kasumi-1 cells. 

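No gene passed both thresholds in limma, with 0 genes higher and 0 lower after I3. The smallest adjusted p among the 12960 genes was 0.309. At an unadjusted p under 0.05 with the same fold threshold, 98 genes were upregulated and 84 were downregulated. A minimum mean FPKM of 5 lowered these counts to 6 and 24 of 6642 tested genes, and limma's treat lowered them to 22 and 20. The rescaling of each library to TPM raised them to 229 and 162 genes. The libraries of 1 group lay entirely above those of the other for 133 of the 182 genes. Of these 182 genes, 80 had a mean FPKM under 1 and 60 had an exon length under 200 nt. Over all tested genes and without a fold threshold, 639 genes (4.93%) had an unadjusted p under 0.05. The groups did not overlap for 9.70% of the genes, where chance gives 10% with 3 libraries against 3.

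limma's voom on the rebuilt reads, an alternative chosen after the data had been seen, also called 0 genes at the adjusted p, and 97 genes higher and 100 lower at the unadjusted p. A negative binomial test of the rebuilt reads, also tried after the data had been seen, called a few genes at an adjusted p, most of them lower after I3 and BLOC1S4 and RAC1 among them. Its values are not reported, since it is a model of counts and the deposited unit is FPKM. voom is a linear model of log values, but it rests on the same rebuilt reads. With single libraries left out in turn, limma called CHCHD10 and EBPL as lower without I3 1, ENSG00000265982 as lower without I3 2 and SNORD101 as higher without control 1, and no gene without any of the other libraries. These 4 genes are named because they were called, after their values had been seen. Without I3 1, the number of genes lower at the unadjusted p rose from 84 to 132.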

We found that 86 genes were downregulated and 67 genes were upregulated, demonstrating the different effects of I3 on gene expression. 

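Among the genes whose groups did not overlap and that passed the fold threshold, the 5 with the smallest unadjusted p in each direction are given here, since no gene passed the adjusted p. BLOC1S4 had the smallest p of all tested genes. It lies on chromosome 4 from 6716055 to 6717671 and had 11.9 ± 0.304 FPKM (SD, n = 3) in control cells and 7.13 ± 0.603 FPKM (SD, n = 3) in cells incubated with I3. Its log2 fold change was -0.70 (standard error 0.0745, adjusted p = 0.309 from limma with Benjamini-Hochberg adjustment), and it stayed between -0.76 and -0.64 with single libraries left out. The 1017 reads in control cells and 620 reads after I3 put the ratio at 1.67 with a 95% interval of 1.51 to 1.84. Intervals of read ratios are exact binomial ones and cover counting error only.

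The other downregulated genes of this group rest on fewer reads. ENSG00000236792, a processed pseudogene, had 51 reads in control cells and 19 after I3, H3P9 had 33 and 7, and ENSG00000234286 had 39 and 20. ENSG00000277437, listed as a microRNA gene, had 11 reads in control cells and 1 after I3, a ratio of 11.2 with an interval of 1.62 to 481. Pseudogenes share sequence with their parent genes, so the assignment of their reads is uncertain. ENSG00000234286 also overlaps an exon of FAM221A on the opposite strand, and whether the counting used the strand is not given in the sources used here.

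Of the upregulated genes, ENSG00000272240 had the most reads, 32 in control cells and 71 after I3, and a log2 fold change of 0.87 (standard error 0.125, adjusted p = 0.428). ENSG00000284654, a unitary pseudogene, had 4 reads in control cells and 25 after I3, a ratio of 6.15 with an interval of 2.12 to 24.3. The remaining genes are short RNAs that the table lists at 0 in each control library. RNU6ATAC18P had 11 reads after I3, SNORD88A had 8 and MIR601 had 6. Against a floor of 3 reads over the whole control group, these are ratios of 3.61, 2.62 and 1.97. The ratios leave out the counting error of the reads after I3, so the true change may be smaller.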

The volcano plot of cells is shown in Figure 6(a). 

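The log2 fold change between I3 and control cells was smaller than 0.58 in either direction for 12601 of the 12960 tested genes. This is 97.2% of them, with a 95% Wilson interval of 96.9% to 97.5% that covers the counting of genes only. Of the 359 genes at or past 0.58, 204 were higher and 155 were lower after I3. The median log2 fold change of all tested genes was 0.011, with an SD across genes of 0.219. The share within 0.58 was moved most by rescaling to TPM, to 90.0% of the 16857 genes that then passed the minimum. This share is descriptive. Fold changes past the threshold also arise from the spread of genes with few reads.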

The result suggests that the mRNA expression of genes is not universally affected by I3. As shown in Figure 6(b), VEGF-A, FGF-22, and CEBP*β* were markedly downregulated, whereas ADGRE2 (EMR2) was significantly upregulated in Kasumi-1 cells incubated with I3. 

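The deposited values of VEGF-A, FGF-22, CEBPβ and ADGRE2 were examined in the same libraries. CEBPB (ENSG00000172216) lies on chromosome 20 of GRCh38 from 50190734 to 50192689 and overlaps its antisense gene CEBPB-AS1. It had 6.12 ± 0.495 FPKM (SD, n = 3) in control cells and 3.72 ± 1.29 FPKM (SD, n = 3) after I3. The log2 fold change was -0.69 (standard error 0.214, adjusted p = 0.845 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.0134). All 3 control values were above all 3 I3 values, which gives the smallest two-sided exact permutation p that 3 against 3 libraries allow, 0.1. The size of the change rested in part on I3 3, and without that library the log2 fold change was -0.44.

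VEGFA (ENSG00000112715) lies on chromosome 6 from 43770184 to 43786487 and overlaps an antisense gene. It had 4.93 ± 0.714 FPKM (SD, n = 3) in control cells and 4.87 ± 0.730 FPKM (SD, n = 3) after I3, with 3763 and 3778 reads in all. The log2 fold change of -0.015 (standard error 0.131, adjusted p = 0.999) was smaller than the spread between libraries, and the exact permutation p was 0.7. Its sign turned, with 0.079 without I3 3 and 0.084 without control 1, and with 0.0058 after removal of the GC trend, a correction chosen after the data had been seen.

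FGF22 (ENSG00000070388) lies on chromosome 19 from 639879 to 644371. The table gave 0.224, 0.121 and 0.144 FPKM in control 1, 2 and 3, against 0.0202 and 0.0405 FPKM in I3 1 and 2 and a value of 0 in I3 3. These values stand for 11, 6 and 7 reads and for 1, 2 and 0 reads. The ratio of 24 to 3 reads was 8.13, with a 95% interval of 2.47 to 42.2. FGF22 and ADGRE2 were below the minimum of 0.5 FPKM, so both were taken from the fit without a minimum. For FGF22 the log2 fold change was -0.35 (standard error 0.0783, adjusted p = 0.828, unadjusted p = 0.00436), and a pseudocount of 0.01 and voom moved it most, each to -2.76. The exact permutation p was 0.1. The median GC content of its transcripts is 69.8%, and after removal of the GC trend the log2 fold change was -0.21.

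ADGRE2 (ENSG00000127507), which encodes EMR2, lies on chromosome 19 from 14732393 to 14778541 and overlaps ZNF333 on the opposite strand. It had 0.250 ± 0.0554 FPKM (SD, n = 3) in control cells and 0.403 ± 0.105 FPKM (SD, n = 3) after I3. The reads were 47, 37 and 30 in the controls and 49, 80 and 58 after I3. The groups did not overlap (exact permutation p = 0.1), although I3 1 exceeded control 1 by only 2 reads. The log2 fold change was 0.27 (standard error 0.134, adjusted p = 0.898, unadjusted p = 0.0943). Without I3 2 it was 0.17.

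**Figure D1:**
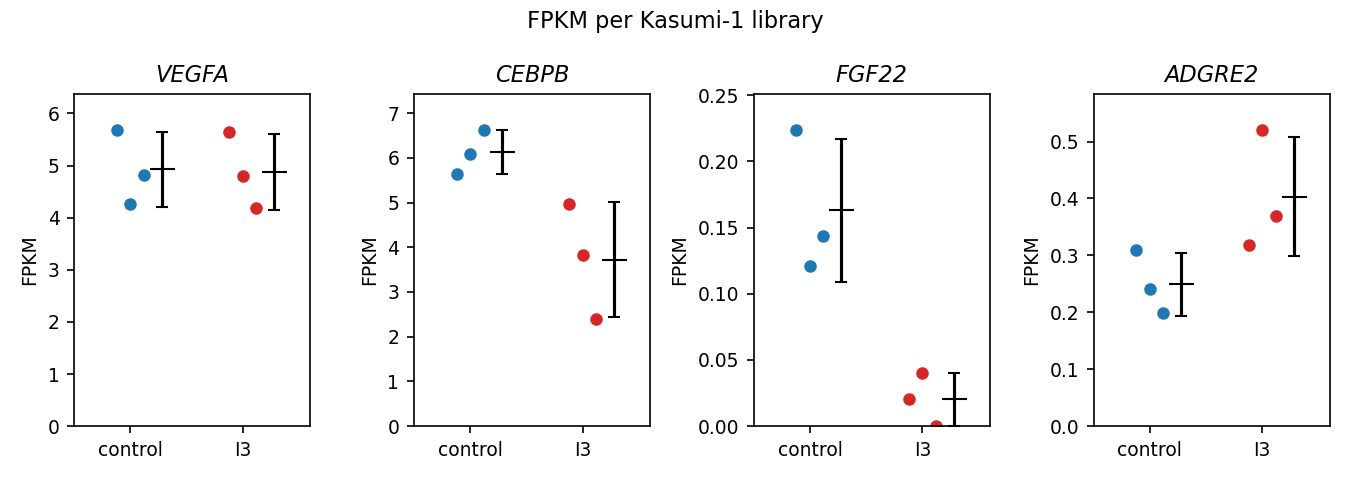
FPKM of VEGFA, CEBPB, FGF22 and ADGRE2 in each Kasumi-1 library, with control cells in blue, cells incubated with I3 in red, and the mean ± SD of the 3 libraries in black. The vertical axis of each panel starts at 0 FPKM. The points of VEGFA lie at the same levels in both groups (means of 4.93 and 4.87 FPKM), and those of the other genes do not overlap.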

GSVA showed that the most optimal pathway related to cell differentiation was the VEGF signaling pathway in Kasumi-1 cells incubated with I3 (Figure 6(c)).

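GSVA gives each library a score for a gene set. All genes of a library are ranked by their levels relative to the other libraries, so a score also depends on those libraries. The KEGG sets the authors used are not at hand here, so lists for 4 pathways of Figure 6(c) were written from general knowledge before the data were examined. The VEGF signaling list holds 59 genes, of which 43 passed the minimum of 0.5 FPKM. Scores were computed with gseapy's GSVA and a Gaussian kernel. The VEGF signaling score was 0.207 ± 0.0308 (SD, n = 3) in control cells and -0.236 ± 0.20 (SD, n = 3) after I3, a difference of -0.443. Every I3 library scored below every control library (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). I3 2 lay closest to the controls, at -0.0199 against 0.182 in the lowest control library, and without I3 2 the difference was -0.570. The GC correction, chosen after the data had been seen, moved it most, to -0.267. With a mean z-score in place of GSVA the groups overlapped, with 0.0493 in I3 2 and 0.0112 in control 3 (exact permutation p = 0.2). The difference was -0.439 for the list without VEGFA.

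The glycolysis score fell by 0.446 (exact permutation p = 0.1), from 0.256 ± 0.145 (SD, n = 3) to -0.190 ± 0.184 (SD, n = 3). With a mean z-score the glycolysis groups overlapped, with 0.134 in I3 2 and -0.00878 in control 3 (exact permutation p = 0.2). The exact permutation p of the glycolysis GSVA score was also 0.2 with a mean FPKM of at least 5 and after quantile normalization. The circadian rhythm score was higher after I3 by 0.315 and the protein export score by 0.165, each with an exact permutation p of 0.2. In both of these the groups overlapped. The circadian rhythm difference was 0.177 without I3 2 and 0.475 without I3 1. With Benjamini-Hochberg adjustment over the 4 scores, the exact p of each was 0.2. Removal of the GC trend turned the protein export difference to -0.176. From the GSVA result the paper names the VEGF signaling pathway as the most optimal of those related to cell differentiation.

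**Figure D2:**
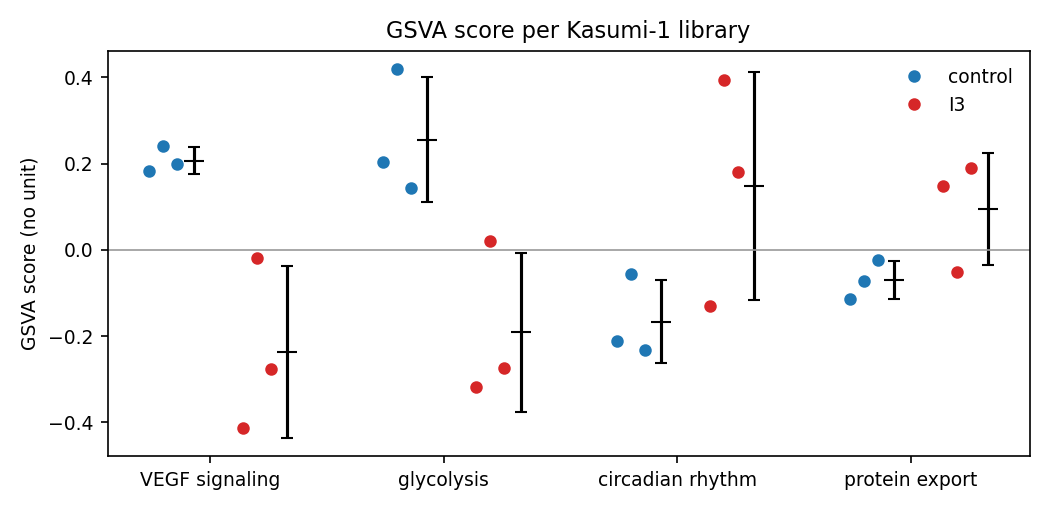
GSVA scores of 4 pathway lists in each Kasumi-1 library, with control cells in blue, cells incubated with I3 in red, and the mean ± SD of the 3 libraries in black. The vertical axis is the score, which has no unit. In VEGF signaling and glycolysis each I3 point lies below each control point, and in circadian rhythm and protein export the points of the groups overlap.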

Furthermore, some representative DEGs identified by mRNA-seq were confirmed by RT-PCR and western blotting in Kasumi-1 cells. In addition, it was found that I3 treatment markedly changed the expression of mRNA and proteins of VEGF-A and EMR2 (Figure 7(a)). These results align with the expression screened by mRNA-seq. In addition, as I3 is a potent HDAC inhibitor, we explored the effect of I3 on the inhibition of HDAC by determining the level of acetylated histones, H3 and H4, via western blotting analysis. As shown in Figures 7(b) and 7(c), the level of acetylated histones H3 and H4 increased in a concentration-dependent manner in Kasumi-1 cells incubated with I3. Moreover, I3 reduced the phosphorylation of MAPK/ERK but not the total MAPK/ERK expression. In addition, because RUNX1-RUNX1T1 fusion oncoprotein plays essential roles in AML with *t* (8; 21) translocation, we detected RUNX1-RUNX1T1 mRNA and protein expression levels in Kasumi-1 cells. It was shown that I3 did not alter the mRNA and protein expression of RUNX1-RUNX1T1.

## 4. Discussion

AML, the most common form of acute leukemia in adults, is a hematological malignancy with recurrent and refractory characteristics. The chromosomal translocation *t* (8; 21) occurs in about 40%–60% of cases of AML [20]. Clinically, the cytosine arabinoside (Ara-C)-based chemotherapy is the standard therapy for AML with *t* (8; 21) translocation. However, continuous chemotherapy may cause toxicities and can result in the development of drug resistance [21, 22]. In addition, AML with MLLr occurs in about 10% of AML and is often associated with a poor prognosis and limited response to conventional therapies [23]. Therefore, developing novel treatment compounds for newly identified targets is imperative.

HDACs catalyze the removal of the acetyl group from the *ε*-amino groups in histone or non-histone proteins, lysine residues. Acetylation and deacetylation play an essential role in the expression of genes [24]. In leukemic cells, HDACs are often overexpressed, which results in transcriptional repression. Furthermore, HDACi has been shown to induce differentiation, apoptosis, autophagy, or cell cycle arrest in hematopoietic cancers via the acetylation of histone or non-histone proteins [15, 25, 26].

I3, as a potent HDACi, has exhibited higher HDAC enzyme inhibitory activity and demonstrated higher anti-proliferation potential in HepG2, U937, and U266 cells compared with SAHA [16]. Our study is the first to show the differentiation-inducing activity of I3 in AML cells with *t* (8; 21) translocation or MLLr and leukemic stem-like cells. We showed that I3 significantly inhibited the cell proliferation and colony-forming ability of Kasumi-1, KG-1, MOLM-13, and THP-1 cells by inducing cell differentiation. The morphological changes confirm the cell differentiation by altering the expression of the cell surface antigens CD11b, CD13, CD14, CD15, or CD312. Moreover, cell differentiation was accompanied by *G*0/*G*1 cell cycle arrest. Mechanistically, the VEGF signaling pathway was demonstrated to be associated with cell differentiation in Kasumi-1 cells treated with I3. We also observed an increase in the acetylation of histones H3 and H4, suggesting that I3 targeted and inhibited HDAC, contributing to its anti-proliferative activities. In contrast, SAHA exhibited the anti-proliferation effect on leukemia cells by inducing cell aopotosis [27]. Furthermore, the effect of I3 on the HDAC inhibition activity was higher than SAHA. Taken together, we found that I3 induces cell differentiation and is effective against cell proliferation in AML cells with *t* (8; 21) translocation or MLLr and leukemic stem-like cells. Consistent results were also found with other HDACi such as valproic acid (VPA) and trichostatin A (TSA), both of which induced myeloid precursors committed to cell differentiation [28, 29].

It was shown that the VEGF signaling can stimulate cancer stemness and promote the growth and proliferation of tumor cells [30]. Several VEGF-targeted therapies have been developed [31]. The members of the VEGF family, including VEGF-A (also known as VEGF), VEGF-*β*, VEGF-C, VEGF-D, and placenta growth factor (PlGF), play essential roles in vascular biology [32]. VEGF overexpression has a demonstrated correlation with a lower remission rate and reduced overall survival in AML patients [31]. Therefore, the VEGF pathway, a key regulator of angiogenesis in hematologic malignancies, has led to several VEGF-targeted approaches [33].

Furthermore, it was demonstrated that VEGF could stimulate cell differentiation, survival, proliferation, and migration [34]. In this study, mRNA-seq showed that the VEGF signaling pathway was enriched. 

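As a test across genes, the VEGF signaling list was also compared with all other tested genes by limma's camera, with its preset correlation between genes. The 4 pathways tested are ones that the paper drew from these same libraries, so a low p is not independent evidence for them. The VEGF signaling list was lower after I3 (unadjusted p = 0.00265, adjusted p = 0.00833 over the 4 pathway lists). The shift was small. The median log2 fold change of its 43 genes was -0.032 and the mean was -0.059, with 27 of the 43 genes lower. Neither of 2 tests that take the correlation from the data kept the adjusted call, with an unadjusted p = 0.0425 (adjusted p = 0.170) from fry and an unadjusted p = 0.0536 (adjusted p = 0.214) from camera with an estimated correlation. The adjusted p of camera rose to 0.0549 without control 2. Of the other pathway lists, glycolysis was lower by camera (adjusted p = 0.00833) but not by fry (adjusted p = 0.275), nor by camera without I3 1 (adjusted p = 0.100) or without control 2 (adjusted p = 0.0979), and circadian rhythm (adjusted p = 0.271) and protein export (adjusted p = 0.411) did not pass.

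The VEGF signaling genes with the smallest unadjusted p were RAC1, MAPKAPK2, MAPK12, HRAS and PPP3R1, and all 5 were lower after I3 with groups that did not overlap. RAC1 had 65.7 ± 6.31 FPKM (SD, n = 3) in control cells and 46.4 ± 2.37 FPKM (SD, n = 3) after I3, a log2 fold change of -0.49 (standard error 0.0804, adjusted p = 0.454 over all genes tested). The negative binomial test of the rebuilt reads, whose values are not reported, called RAC1 as lower over all genes. With adjustment over the list alone, 1 gene passed an adjusted p of 0.05, which was RAC1. Since the paper drew the VEGF pathway from these same libraries, that call is not independent evidence. The other genes had log2 fold changes of -0.21, -0.22, -0.33 and -0.29 in the order given, below the threshold of 0.58. MAPK12 overlaps exons of HDAC10 and PPP3R1 those of an unnamed gene, each on the same strand, so the assignment of their reads is uncertain.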

I3 treatment significantly decreased VEGF-A's mRNA and protein levels. Furthermore, it was shown that I3 exhibited marked HDAC inhibitory activity resulting in the acetylation of histones H3 and H4 in Kasumi-1 cells. Based on the literature, HDAC activity is required for chromatin remodeling at the VEGF promoter and VEGF mRNA expression [35]. Hence, we deduce that I3's role in decreased VEGF expression may be due to its HDAC inhibitory activity. Moreover, the MAPK/ERK signaling pathway is a signaling branch downstream of VEGF [36], and MAPKs have been demonstrated to play essential roles in regulating cell differentiation, survival, proliferation, and apoptosis [37]. We also found that p-MAPK/ERK protein level was significantly decreased with no apparent change in the expression of total MAPK/ERK protein level in Kasumi-1 cells treated with I3. Furthermore, as mentioned above, I3 treatment inhibited the proliferation of AML cells by inducing cell differentiation. This result was in line with the finding that the inhibition of MAPK/ERK phosphorylation accompanied cell differentiation [38]. In summary, the cell differentiation induced by I3 is likely associated with the block of the VEGFA/MAPK signaling pathway via the HDAC inhibition activity of I3 facilitated by the acetylation of histones H3 and H4.

In conclusion, our findings show that I3, an HDAC inhibitor and a chromatin-remodeling agent, has significant anti-proliferative effects on AML cells with *t* (8; 21) translocation or MLLr by inducing cell differentiation. The induction of cell differentiation by I3 may be associated with the blocking the activation of VEGFA/MAPK signaling pathway involving HDAC inhibition. Moreover, the activity of I3 on the HDAC inhibition was higher than SAHA. However, the effect of I3 on the primary AML samples should be further studied. In a word, I3 could overcome the cell differentiation block of AML cells with *t* (8; 21) translocation or MLLr. I3 may be a potential HDAC inhibitor worthy of further investigation including the molecular mechanism of cell differentiation of KG-1, MOLM-13, and THP-1 cells and the anti-proliferation activity on other AML cell lines and development to surmount the differentiation block in AML patients with *t* (8; 21) translocation or MLLr and leukemic stem-like cells.

## Figures and Tables

**Figure 1:**
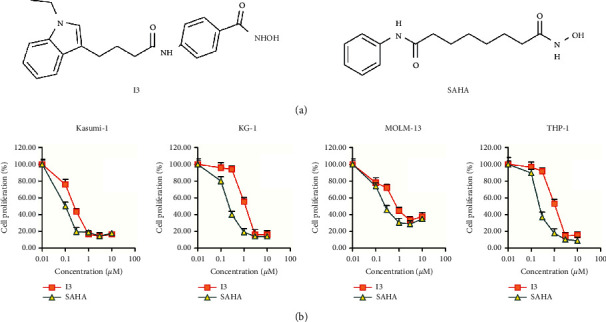
I3 inhibited the proliferation of Kasumi-1, KG-1, MOLM-13, and THP-1 cells. (a) The chemical structure of I3 and SAHA. (b) CCK-8 assay on cells treated with I3 or SAHA (0–10 *μ*M) for 72 h. Data represented as mean ± SD.

**Figure 2:**
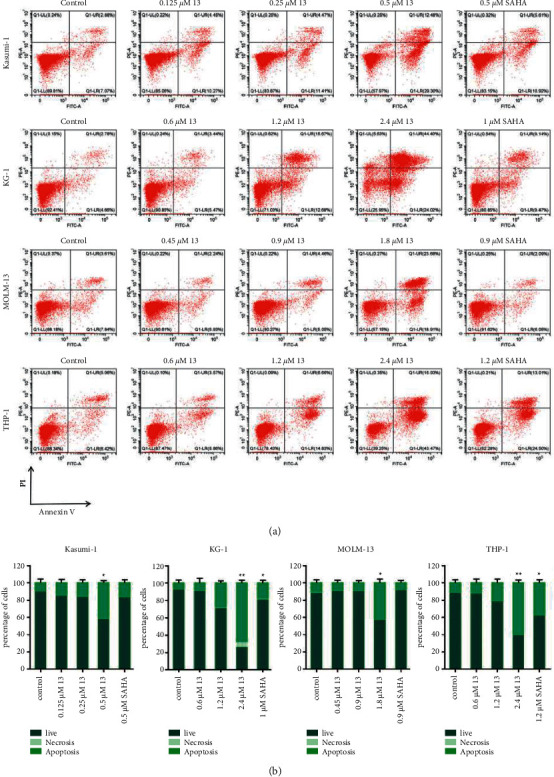
I3 induced minimal apoptosis in Kasumi-1, KG-1, MOLM-13, and THP-1 cells. (a) Cells were treated with I3 or SAHA for 72 h and cell apoptosis was determined by flow cytometric analysis. (b) Graph bars show the percentage of living cells and cells undergoing necrosis/apoptosis. Kasumi-1 cells were treated with 0.125, 0.25, and 0.5 *μ*M of I3 or 0.5 *μ*M of SAHA. KG-1 cells were treated with 0.6, 1.2, and 2.4 *μ*M of I3 or 1 *μ*M of SAHA. MOLM-13 cells were incubated with 0.45, 0.9, and 1.8 *μ*M of I3 or 0.9 *μ*M of SAHA. THP-1 cells were treated with 0.6, 1.2, and 2.4 *μ*M of I3 or 1.2 *μ*M SAHA (^*∗*^*p* < 0.05, ^*∗∗*^*p* < 0.01).

**Figure 3:**
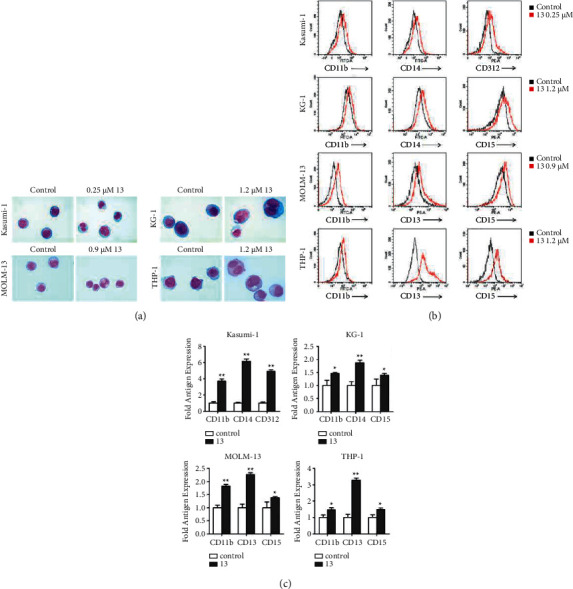
I3 induces the differentiation of Kasumi-1, KG-1, MOLM-13, and THP-1 cells. (a) The morphology of Wright-Giemsa-stained cells captured by oil immersion lens (×1,000). (b) The expression of antigens of cells measured by flow cytometry. (c) Graph bars present the mean fluorescence intensity (MFI) of antigens. Kasumi-1, KG-1, MOLM-13, and THP-1 cells were incubated with 0.25, 1.2, 0.9, or 1.2 *μ*M of I3 for 72 h (^*∗*^*p* < 0.05, ^*∗∗*^*p* < 0.01).

**Figure 4:**
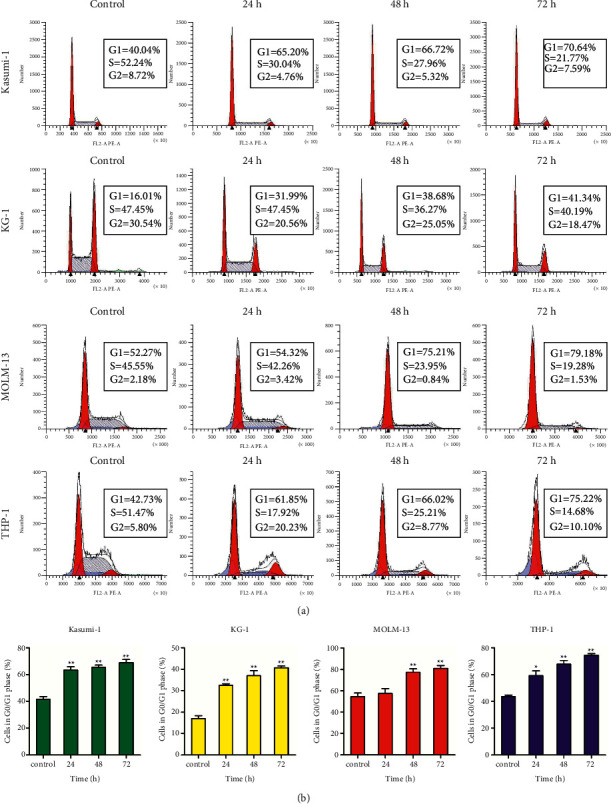
I3 induces *G*0/*G*1 cell cycle exit in Kasumi-1, KG-1, MOLM-13, and THP-1 cells. (a) Cells were treated with 0.25, 1.2, 0.9, or 1.2 *μ*M of I3, respectively, for 24, 48, or 72 h and detected by flow cytometry. (b) Graph bars show the percentage of cells in the *G*0/*G*1 phase (^*∗*^*p* < 0.05, ^*∗∗*^*p* < 0.01).

**Figure 5:**
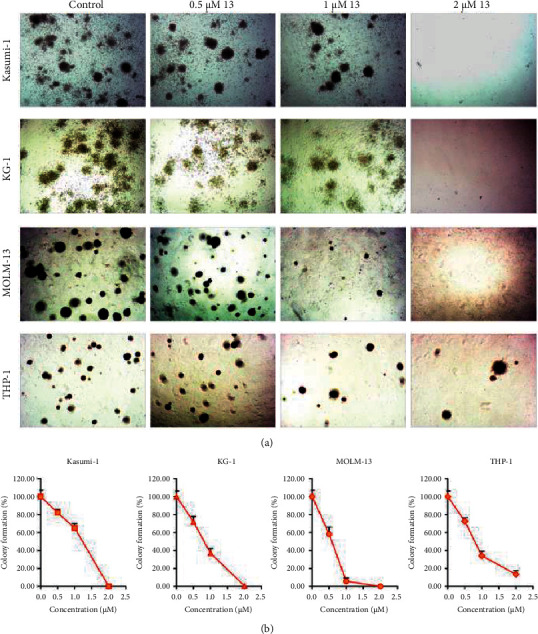
I3 suppresses colony formation in Kasumi-1, KG-1, MOLM-13, and THP-1 cells. (a) Cells were treated with I3 at concentrations of 0.5–2 *μ*M for 14 days, and the cell morphology was observed under light microscopy. (b) The effect of different concentrations of I3 on colony formation.

**Figure 6:**
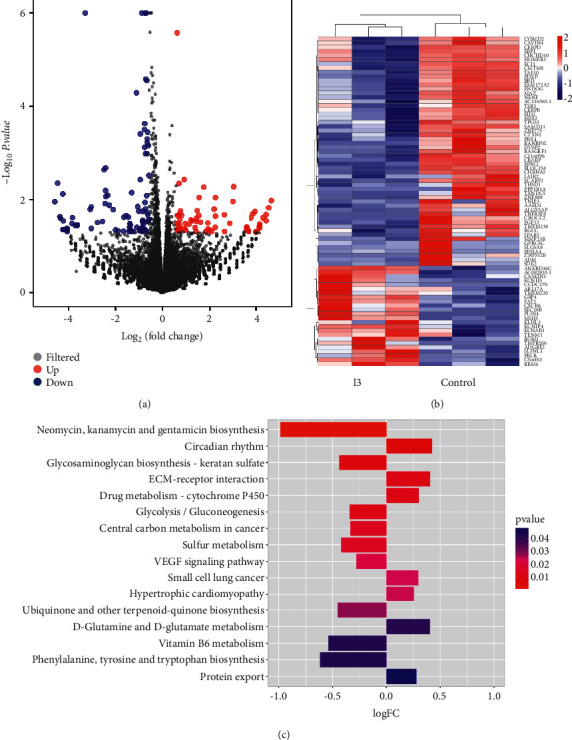
I3 promotes cell differentiation via the downregulation of the VEGF signaling pathway. (a) Volcano plots of Kasumi-1 cells. (b) The heatmap of DEGs. The heatmap bars from blue to red represent the expression levels of DEGs from low to high. (c) The significantly enriched pathways. Kasumi-1 cells were incubated with 0.25 *μ*M of I3 for 72 h.

**Figure 7:**
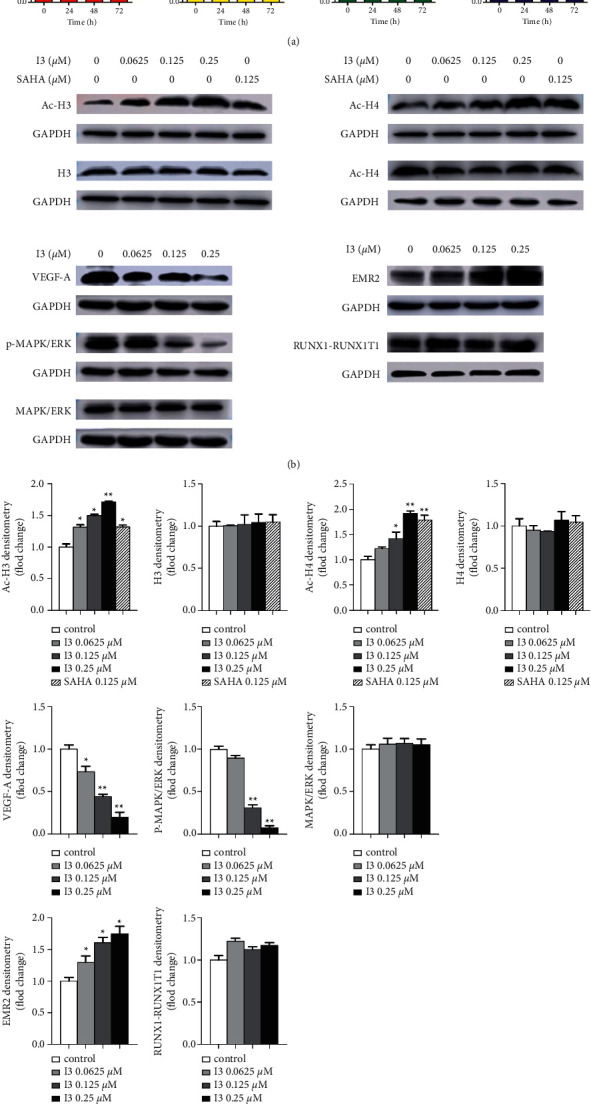
The RT-PCR and western blotting analysis of cell differentiation-related genes and proteins in Kasumi-1 cells. (a) The effect of I3 on the mRNA expression of RUNX1-RUNX1T1, ERK, VEGF-A, and EMR2 measured by RT-PCR. (b) The effect of I3 on the protein expression of H3, Ac-H3, H4, Ac-H4, VEGF-A, MAPK/ERK, p- MAPK/ERK, RUNX1-RUNX1T1, and EMR2 measured by western blotting analysis. (c) Graph bars show the protein expression quantified by the AI600 imager. Cells were incubated with 0.25 *μ*M of I3 for 72 h (^*∗*^*p* < 0.05, ^*∗∗*^*p* < 0.01).

## Data Availability

The original data used in this article will be available from the corresponding authors. The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here: GEO of NCBI, accession number GSE193969.

How the deposited data were processed for this re-analysis (not part of the article)

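mRNA-seq was analysed for 6 libraries of Kasumi-1 cells, 3 from control cultures and 3 from cultures incubated with 0.25 μM I3. Conditions and replicate numbers were taken from the sample labels and the paper, which both give the compound as I3. The name of the deposited table gives it as I13, and the values do not show which name is right. The labels and the methods give 48 h and the legend of Figure 6 gives 72 h.

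The authors prepared stranded libraries of polyadenylated RNA, estimated the level of each mRNA and tested differential expression with DESeq. They deposited the values as FPKM, normalized to gene length and to the fragments counted in each library, with 1 column per library and no read counts. A count model such as the one the authors used is therefore not the main test here. The aligner, counting tool, genome build and annotation are not given in the sources used here. None of the 6 value columns was left out, and no sample was left unmapped.

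Gene identifiers were matched to GENCODE release 29 (29703 of 29810) and to gene symbols (23487). Reads were rebuilt from FPKM with the exon length of each gene. The share of genes with whole values was 95.4% at a tolerance of 0.1 read, and 90 genes above 0 had no length. The depth was 17500315 to 17798673 reads in control libraries (median 17663210) and 17794807 to 18193369 in I3 libraries (median 17818409). Between 8781 and 9492 of the 29810 genes were listed at 0 in a library. Genes used by every cell were not at 0 (the lowest HPRT1 value was 40.6 FPKM), so a value of 0 was read as no counted read. Depth differed little between the groups and limits mainly genes with few reads.

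The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2(FPKM + 0.5), over 12960 genes with a mean FPKM of at least 0.5, with Benjamini-Hochberg adjustment. It compared all 3 I3 with all 3 control libraries, without covariates. The thresholds were an adjusted p of 0.05 and a log2 fold change of 0.58, as in the methods. Counts at an unadjusted p were set as a second result, because Figure 6(a) has an axis of unadjusted p-values. Single genes and scores were also compared with two-sided exact permutation tests in scipy 1.17.1, whose smallest p with 3 against 3 is 0.1. Pathway and hypothesis lists were tested with limma's camera (preset correlation), fry and camera with an estimated correlation, with adjustment over 4 pathway lists and over 7 hypothesis lists. Those 7 lists are HDAC inhibitor response, proliferation, monocytic markers, progenitor markers, HIF targets, ATF4 targets and cholesterol synthesis. GSVA scores came from gseapy 1.3.1. Tables were handled with pandas 2.3.3 in Python 3.11.15, lowess trends with statsmodels 0.14.6 and plots with matplotlib 3.10.9.

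The genes named in the text follow a rule fixed beforehand. They are the genes the paper names from mRNA-seq, the genes it measured by RT-PCR or flow cytometry in Kasumi-1 cells with related and reference genes, the VEGF ligands and receptors, HDAC1 to HDAC11, the 5 genes with the largest changes in each direction among those called with groups that do not overlap (filled by the smallest unadjusted p past the fold threshold where fewer were called), and the 5 genes of the VEGF signaling list with the smallest unadjusted p. Not every gene under this rule is reported here. The tests, thresholds, gene lists and most alternatives were likewise set beforehand. These alternatives are pseudocounts of 0.1, 0.01 and 1, no minimum FPKM and minimums of 1 and 5, rescaling to TPM, median-of-ratios scaling, quantile normalization, no trend in eBayes, the replicate number as a block, each library left out, limma's treat, a log2 fold threshold of 1, the other set tests, the VEGF list without VEGFA and a mean z-score in place of GSVA. Added after the data had been seen were a correction of each library for GC content (lowess with a span of 0.3), the removal of genes under 200 nt, the library cluster as a term, and voom on rebuilt reads of the 13605 genes with a mean of at least 10 reads. A negative binomial test of the rebuilt reads was run as well and then left out, because the deposited unit is FPKM.

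The procedure was tested on simulated data with the libraries' own means and spread. Of 100 genes changed by 1 on the log2 scale, limma called 78% at the thresholds above, and of 100 genes changed by 2 it called 96%, with 10 unchanged genes called. In a simulated table without any change, limma put 4.99% of the genes at an unadjusted p under 0.05, and called 155 genes at the unadjusted and 2 at the adjusted p with the fold threshold. Of 200 random lists of 43 genes without change, camera put 3.5% and fry 4.5% at a p under 0.05. The simulated genes were drawn independently and without library clusters, so these shares do not cover lists whose genes vary together. The GC correction lowered the largest simulated rank correlation of a library with GC content from 0.607 to 0.00626.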

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

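The GC correction, the removal of genes under 200 nt, the library cluster as a term and voom on rebuilt reads were chosen after the data had been seen. In every alternative of limma that kept all 6 libraries, 0 genes were called at the adjusted p. With single libraries left out, the number of genes higher ranged from 0 to 1 and the number lower from 0 to 2, with 2 lower without I3 1, 1 lower without I3 2 and 1 higher without control 1. The smallest adjusted p over these fits was 0.00961.

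At the unadjusted p, the 98 genes higher became 62 with a pseudocount of 1, 44 with a mean FPKM of at least 1, 6 with at least 5, 229 after rescaling to TPM, 65 without genes under 200 nt, 22 with treat and 42 with a fold threshold of 1. The 84 genes lower became 24 with a mean FPKM of at least 5, 162 after rescaling to TPM, 20 with treat and 27 with a fold threshold of 1. Higher minimums, the removal of short genes and stricter thresholds leave fewer genes by construction. TPM values are larger than FPKM values here, so 16857 genes passed the same minimum and the same pseudocount weighed less. With single libraries left out, 91 to 145 genes were higher and 73 to 132 were lower, with 132 lower without I3 1. The cause was not tested. Voom on rebuilt reads shared 24 of the 98 higher and 41 of the 84 lower genes. The share of higher genes among those called was 53.8%. It was 42.7% with a mean FPKM of at least 1, 20.0% with at least 5, 45.9% after quantile normalization, 58.6% after rescaling to TPM, and between 40.8% without I3 1 and 60.4% without control 1 with single libraries left out.

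VEGFA had no stable direction. Its log2 fold change was 0.079 without I3 3, 0.084 without control 1 and 0.0058 after GC correction, and its range with single libraries left out was -0.12 to 0.084. CEBPB (-0.90 to -0.44), FGF22 (-2.76 to -0.19) and ADGRE2 (0.17 to 0.68) kept their direction in all their alternatives, and none passed the adjusted p in any of them. The smallest adjusted p over these alternatives was 0.373 for CEBPB, 0.423 for FGF22 and 0.728 for ADGRE2. A mean FPKM of at least 5 left out VEGFA and CEBPB, and FGF22 and ADGRE2 have no value with a minimum of 1 or 5. The 10 genes named for their small p among those past the fold threshold and the 5 named genes of the VEGF list also kept their direction, and none passed the adjusted p over all genes in a fit of limma.

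The VEGF signaling set test (adjusted p = 0.00833 by camera) kept its direction in all 24 alternatives. It no longer passed with fry (0.170), with an estimated correlation (0.214) and without control 2 (0.0549, with a range of 0.00520 to 0.0549 over libraries left out). The number of other pathway lists that passed was 1. It was 0 after quantile normalization, with fry and with an estimated correlation, and 0 to 1 with single libraries left out, where it was 0 without I3 1 and without control 2. The number of hypothesis lists that passed was 2. It was 0 with fry and with an estimated correlation, and 3 without I3 1, without control 3 and with the library cluster as a term. The cause was not tested, except that fry and the estimated correlation take the correlation between genes from the data.

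Some lists that did not pass in the main test changed direction in alternatives. These were protein export after GC correction (adjusted p = 0.718), monocytic markers with voom on rebuilt reads (0.822), progenitor markers with a mean FPKM of at least 5 (0.983), after quantile normalization (0.909), after GC correction (0.904), with fry (0.992), without I3 2 (0.628), without control 1 (0.984) and without control 3 (0.674), and HDAC inhibitor response (0.984) and cholesterol synthesis (0.805) without control 1. With single libraries left out, whether or not the direction changed, the adjusted p was 0.257 to 0.984 for progenitor markers, 0.0935 to 0.984 for HDAC inhibitor response and 0.0314 to 0.805 for cholesterol synthesis. Cholesterol synthesis was lower and passed without I3 1 (0.0314), without control 3 (0.0430) and with the library cluster as a term (0.00300). The GSVA difference of VEGF signaling kept its sign in all 19 alternatives, between -0.570 and -0.267, but the groups overlapped with a mean z-score. That of protein export turned to -0.176 after GC correction. An exact p cannot pass 0.05 with these group sizes, so the scores say nothing about stability beyond their sign.

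The share of genes within 0.58 of no change was 97.2%. It was 94.96% with a pseudocount of 0.1, 94.0% with 0.01, 98.5% with 1, 98.3% with a mean FPKM of at least 1, 99.4% with at least 5, 90.0% after rescaling to TPM, 98.5% without genes under 200 nt, 96.9% with the library cluster as a term and 96.6% with voom on rebuilt reads. With single libraries left out it was 96.3% to 96.9%.

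Control and I3 libraries share replicate numbers. The deviations of same-numbered libraries from their group means correlated across genes by 0.0634, 0.151 and -0.0239. No clear pairing by number was seen, but these values cannot exclude one. With the replicate number as a block, limma called 0 genes at the adjusted p, and 109 genes higher and 91 lower at the unadjusted p, and no call of a list changed. The block was not run for GSVA scores, and neither were eBayes without a trend, the library cluster as a term or voom. Depth limits mainly genes with few reads, such as FGF22 and the short RNAs.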

Differences from the paper's values

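The paper reports 86 downregulated and 67 upregulated genes. The values here were 0 and 0 at the paper's adjusted p and fold thresholds, from limma on log2(FPKM + 0.5). None of the alternatives set before the data were examined came within 1.5 times the paper's counts at the adjusted p, and all gave 0 to 2 genes in a direction. The alternatives of limma added later, among them voom on rebuilt reads, gave 0 genes, and a negative binomial test added later is described below.

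At the unadjusted p, which the axis of Figure 6(a) shows, the counts here were 84 lower and 98 higher, within 1.5 times the paper's in both directions. Of the 13 other settings of this kind that were fixed beforehand and used all libraries, 4 also lay within that limit in both directions, a pseudocount of 1 (58 lower, 62 higher), median-of-ratios scaling (89, 97), quantile normalization (99, 84) and no trend (79, 91), and 9 did not. None of the 6 fits with a library left out did. All 4 alternatives of limma chosen after seeing the values did, which are GC correction (72, 92), removal of genes under 200 nt (69, 65), the library cluster as a term (94, 95) and voom (100, 97). How many of the paper's own called genes these settings drop was not counted, since the paper's list is known here only from Figure 6(b). The negative binomial test of the rebuilt reads, chosen after seeing the values and not reported with its values, lay within the same limit at its unadjusted p only when genes with few reads were left out, and above it in both directions over all genes. At an adjusted p it called a few genes, among them RAC1 of the VEGF signaling list. BLOC1S4, TMEM238, TAF10, NENF, PDXP, C11orf96 and ANKRD36C were also called, and their names can be read in Figure 6(b). Between the library clusters described below, which cross the treatment, the same test called many more genes at an adjusted p.

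The paper names VEGF-A among the downregulated genes. In these libraries its log2 fold change was -0.015 (adjusted p = 0.999), with a mean of 4.93 FPKM in control cells and 4.87 FPKM after I3. No setting reported here called it. By RT-PCR and western blotting at 72 h, the paper reports lower VEGF-A mRNA and protein, which libraries labelled 48 h do not address. The paper also states that FGF-22 and CEBPβ fell and ADGRE2 rose. The directions here were the same, with log2 fold changes of -0.35, -0.69 and 0.27, but none passed the adjusted p (0.828, 0.845 and 0.898). At the unadjusted p and the fold threshold, limma called CEBPB. FGF22, taken from fits without a minimum, passed the same thresholds with a pseudocount of 0.1 (-1.13) or 0.01 (-2.76), after rescaling to TPM (-0.91), and with voom (-2.76). ADGRE2 passed them with voom (0.68, unadjusted p = 0.0258), which was chosen after seeing the values. Figure 6(b) also lists CHCHD10 among the lower genes, as far as it can be read, and limma called CHCHD10 without I3 1.

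Figure 6(c) gives score differences of about -0.28 for VEGF signaling, about -0.35 for glycolysis, about 0.43 for circadian rhythm and about 0.28 for protein export, read by eye. The differences here, from lists that are not the authors' sets, were -0.443, -0.446, 0.315 and 0.165. They have the same signs and are no farther from the paper's values than the larger SD of the libraries. In the alternatives set beforehand, the difference was farther than that for VEGF signaling and glycolysis without I3 2 (-0.570 and -0.545), for circadian rhythm after quantile normalization (0.162), and for protein export with median-of-ratios scaling (0.0975), without I3 1 (0.124) and without each of the control libraries (0.0885 to 0.114). Protein export turned to -0.176 after GC correction, which was chosen after seeing the values. The figure gives p-values under 0.05 to all its pathways, whereas the smallest exact permutation p of 3 against 3 libraries is 0.1.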

Other observations

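The tests of other splits for the gene lists, of GC content and of the library clusters were chosen only after the results were seen. The other tests were set beforehand.

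The number of genes that differed between I3 and control cells was compared with all 10 splits of the 6 libraries into groups of 3. At the unadjusted p with the fold threshold, the real split gave 182 genes and was the only 1 of the 10 splits with as many. The split by library cluster, described next, gave 176 and the others 105 to 153. With 3 libraries against 3 the share of splits cannot fall under 0.1, so chance cannot be excluded. In the simulated table without change, 155 genes passed the same thresholds. With the cluster as a term, 95 genes were higher and 94 lower. In the simulation at the same size, limma called 78% of the genes changed by 1 on the log2 scale. That simulation had no library clusters and no changes smaller than 1. It thus cannot tell whether sample size accounts for the 0 genes at the adjusted p.

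The libraries fell into 2 clusters that cross the treatment, control 1, I3 1 and I3 3 against control 2, control 3 and I3 2, set by the sign of their relation to GC content. Without a fold threshold, 3084 genes had an unadjusted p under 0.05 between the clusters, against 639 between I3 and control and at most 603 in any other split. The clusters were taken from these same values, so their count is descriptive. After removal of each library's GC trend, 1649 genes still did, against 761 between I3 and control and at most 759 in any other split. This argues against GC content as the whole cause of the clusters. The labels and the paper give no batch for the libraries, so a batch of preparation or sequencing was not tested, nor was a biological difference between the cultures. GC-rich genes were also lower after I3, with a rank correlation across genes of -0.327 between fold change and GC content. An uneven spread of the clusters over the groups may account for much of it, since the correlation was 0.029 in the cluster with 2 I3 libraries, -0.146 in the cluster with 1, and -0.0733 with the cluster as a term. The fold changes of the 2 clusters correlated across genes by 0.0752.

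The VEGF signaling list was lower after I3 in camera (unadjusted p = 0.00265, adjusted p = 0.00833), and GC content was tested as the source. After removal of the GC trend the list still had an unadjusted p = 0.0143 by camera (adjusted p = 0.0286) and an unadjusted p = 0.00796 by fry (adjusted p = 0.0318), which argues against the GC trend as the whole cause. By camera with an estimated correlation it had an unadjusted p = 0.0433 (adjusted p = 0.0913), so this holds for 2 of the 3 set tests after adjustment. The real split had the smallest p, 1 of the 10 splits, and the next had an unadjusted p = 0.0585. The design cannot exclude chance with 10 splits. The paper also drew the VEGF pathway from these same libraries, so none of these p-values is independent evidence. A response to I3 thus stays open, and so does a difference between cultures that the labels do not record. The adjusted p ranged from 0.00340 to 0.214 over the alternatives, and it was 0.0549 without control 2.

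Lower HIF or ATF4 activity was set beforehand as a hypothesis for a lower VEGFA. VEGFA itself did not fall in these libraries (log2 fold change -0.015), so they hold no fall to explain. The paper reports lower VEGF-A mRNA by RT-PCR and lower protein by western blotting at 72 h. These libraries, labelled 48 h, do not test that. The lists without VEGFA were lower by camera, with an unadjusted p = 0.00019 for HIF targets (adjusted p = 0.000666) and an unadjusted p = 8.75e-05 for ATF4 targets (adjusted p = 0.000613). By fry the full lists had an unadjusted p = 0.361 (adjusted p = 0.831) and an unadjusted p = 0.0926 (adjusted p = 0.648). For the HIF targets 2 of the 10 splits had a camera p as small, 9 of the 10 splits had a p under 0.05, and the smallest p of a mixed split was 3.28e-06. Without control 1 the adjusted p of the HIF list was 0.984, within a range of 8.26e-06 to 0.984 over its alternatives. A list that differs between most splits may respond to the culture or the library, and not to I3. For the ATF4 targets 1 of the 10 splits, the real one, had a p as small, and 4 of the 10 had a p under 0.05. The smallest p of a mixed split was 0.000137, close to the 0.000117 of the real one for the full list. Chance cannot be excluded for either list. The HIF list shares 7 genes with the glycolysis list, and the ATF4 list holds CEBPB. Other differences between single cultures or libraries were not tested.

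Other hypotheses on the action of I3 showed no shift that passed the adjusted p. For differentiation visible in mRNA, the monocytic marker list, with 9 of 20 genes above the minimum and ADGRE2 not among them, had an unadjusted p = 0.417 in camera (adjusted p = 0.486) with a lower direction, and the progenitor marker list had an unadjusted p = 0.824. For an arrest in the cell cycle, the proliferation list had an unadjusted p = 0.168 (adjusted p = 0.294) with a lower direction, and its adjusted p passed the threshold only without control 1 (0.0260, within a range of 0.0260 to 0.938). For HDAC inhibition, the list of HDAC inhibitor response genes, with 8 of 15 genes above the minimum, had an unadjusted p = 0.216 (adjusted p = 0.302) with a lower direction, where a higher one was predicted. Cholesterol synthesis, also lower, had an unadjusted p = 0.148 (adjusted p of 0.00300 to 0.831 over its alternatives, with 0.00300 for the library cluster as a term, 0.0314 without I3 1 and 0.0430 without control 3). These values leave the hypotheses open.

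Some genes that the paper measured by other assays in Kasumi-1 cells had the following values here. RUNX1 had a log2 fold change of 0.082 and RUNX1T1 of 0.093, and FPKM per gene does not separate the fusion from either gene. GAPDH (-0.066) did not pass the adjusted p. ITGAM, which encodes CD11b, had 24 reads in control cells and 36 after I3. CD14 had 1 read in control 3 and was listed at 0 in the other libraries. The 10 VEGF ligands and receptors had log2 fold changes between -0.16 and 0.070 and HDAC1 to HDAC11 between -0.12 and 0.15, none at an adjusted p under 0.05. Only 5 of the VEGF genes and 9 of the HDAC genes passed the minimum of 0.5 FPKM. The pseudocount understates the changes of the others. Of these, KDR had 1 read in control cells and 2 after I3, and HDAC11 had 49 and 72.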
